A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans" (2011).

How the data were processed

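RNA of Caenorhabditis elegans (strain N2) grown at 24 °C with a mixture of the organophosphate pesticides chlorpyrifos (CPF, 0.5 mg/L) and diazinon (DZN, 1 mg/L) was hybridised against RNA of control nematodes on 6 arrays of 2 colours. On 3 arrays the mixture was labelled with Cy5 and the control with Cy3, and on the other 3 the dyes were swapped. The labels give an age of 72 h at harvest and the stage as L3/L4. The study's methods give a shorter time at this temperature and the late L3 stage, so the age at harvest is not settled here. The replicate number in the labels (1 to 3 within each orientation) names an array. The scanner headers gave 6 distinct numbers for the control extracts and 5 for the mixture extracts: mixture in Cy5 replicate 2 and mixture in Cy3 replicate 1 carried the same mixture number. The p-values measure the spread between these arrays, and the number of arrays limits their precision.

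The deposited scanner files hold spot intensity values, the median and mean foreground, the median and SD of the background and the percent of saturated pixels of each spot in each channel. Per the file headers they come straight from the scanner software, with no normalization. The authors' value table holds log2 ratios of the same arrays. Set against the scanner values it was a ratio of mixture over control on all 6 arrays, with column medians from -0.00313 to 0.000102 and 5.47 to 21.5% of the values missing. Its scale was lower than that of the scanner ratios, with slopes on the Cy5 over Cy3 ratio of bright spots of 0.736 to 0.864 where the mixture was in Cy5 and of -0.831 to -0.872 where it was in Cy3, so part of its processing stays unknown. The submitters' processing notes name limma 3.2.3. According to the study's methods, the authors normalized within arrays by loess and between arrays by Aquantile. The background correction is not given in the sources used here. The meaning of the spot flags is not given in the sources used here, so all spots were kept.

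Each array held 23232 spots, of which 22490 were C. elegans oligonucleotides and 742 were control or empty spots. A table of the platform paired 17447 of the probes with 1 gene symbol each and none with several, and did not list 5043. A further 4055 probes were named through the sequence name in the files and the RefSeq gene table of assembly WBcel235, used for names only. For 35 probes the 2 names disagreed, and these were left unnamed. In all 21378 probes (95.1%) had a gene and 1112 had none. Where a gene had several probes (2049 genes), the probe with the highest mean log2 intensity was taken, which left 18999 features, 17887 of them named genes. Tested separately, the probes of 1 gene were called in opposite directions.

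Background was corrected with normexp (offset 50) on the foreground medians, ratios were normalized by loess within arrays with weight 0 for control spots, and Aquantile was applied between arrays, which leaves ratios as they are (limma 3.58.1 in R 4.3.3). Every ratio was turned to mixture over control. A linear model with the mixture effect and a gene-specific dye effect was fitted to the 6 log2 ratios with lmFit and eBayes, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called, two-sided. Every adjusted p of a gene below is from this limma model. Errors are SDs over the 6 arrays. A spot was called well above background where its foreground median exceeded the background median by more than 2 background SDs. Where a probe was not well above background on any array of a group, a fold is given as a lower bound, the mean of the brighter group against the dimmer group's mean of, on each array, the lowest signal among probes well above background or the probe's own signal, whichever was higher.

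Before the data were examined, alternatives and 22 gene lists were fixed: cytochrome P450 (CYP), short-chain dehydrogenases (SDR), UDP-glucuronosyltransferases (UGT), glutathione S-transferases (GST), ABC transporters, nuclear hormone receptors (NHR), cholinergic genes, vitellogenins, lipid metabolism, collagens, molting, lectins, immune effectors, heat shock, oxidative stress, ribosome, sperm, oocyte, germ line, muscle, neuron and intestine. Shifts of a list against all other genes were tested with camera (preset correlation 0.01, and again with the correlation estimated), and each list on its own with fry. Enrichment among genes with an unadjusted p under 0.01 was tested with a one-sided Fisher's exact test against all features tested. Benjamini-Hochberg adjustment was over the 22 lists. The genes named are, by a rule fixed at the same time, the 10 with the largest higher and the 10 with the largest lower ratio among called genes with the same sign on all 6 arrays and well above background in both groups on at least 3 arrays, up to 4 members of each list with the smallest p, and always the acetylcholinesterase genes ace-1 to ace-4 and the cyp-35 genes.

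The steps were tested on simulated arrays built from the signal, spread and background of these 6, with 200 of 18999 features changed. Noise was drawn independently for each feature, so deviations shared by genes on an array were absent and the rates need not carry over. Of the features changed by 0.5, 1 and 2 on the log2 scale, 41.8%, 97.0% and 100% were recovered for the comparison of mixture and control, and 15 unchanged features were called. Alternatives covered the background correction, the foreground summary, the normalization, dim and flagged spots, probes per gene, the dye term, a replicate block, array weights, robust regression, each array left out, scan day, the authors' value table, the thresholds, a separate-channel limma fit (statmod 1.5.0) and the methods' t-test. For that test, on these arrays alone where the study took in arrays at another temperature to normalize and to find outlying values, the log2 channel values of 6 mixture and 6 control samples were compared gene by gene, with and without removal of outlying values. The interval for outlying values was read as a t quantile for externally studentised residuals. Raw residuals over their SD, at most 2.87, could not have passed that quantile. Further alternatives were chosen after seeing the data. Among them were subsets and a block of arrays by slide series, and a model with the oocyte list's median on each array as a covariate, read at an oocyte shift of 0. Probe sequences and genomic positions were not used here.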

Results

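Gene expression of nematodes exposed to CPF+DZN at 24 °C was compared with that of control nematodes on 6 arrays, 3 in each dye orientation. Of the C. elegans spots, 44.1 to 54.9% were well above background in the mixture channel and 47.9 to 58.1% in the control channel. The log2 ratios of any pair of arrays correlated across genes (which are not independent replicates) with r from 0.237 to 0.714. Mixture in Cy5 replicate 3 correlated least with the others (mean r 0.276), and without it the lowest r was 0.403.

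Which genes responded to CPF+DZN was the main question of the design. Nematodes on the mixture had higher transcript levels of a part of the detoxification genes, cytochrome P450 genes of the cyp-35 group among them, and lower levels of many yolk, oocyte and sperm genes. Among called genes with the same sign on all 6 arrays and well above background in both groups on at least 3 arrays, the largest increase was in clec-206, a C-type lectin gene, with a log2 ratio of 4.91 ± 0.41 (SD, n = 6, adjusted p = 1.05e-05). It was followed by cyp-35A4 (4.43 ± 0.49), the UDP-glucuronosyltransferase ugt-37 (3.65 ± 0.93), cyp-35C1 (3.58 ± 0.76) and irg-4 (3.13 ± 0.23), a gene induced by infection. C29F7.2, cyp-35A3, F49C12.7, T16G1.6 and cyp-29A2 completed the 10 with the largest increase under these conditions, with log2 ratios from 3.00 to 2.47. Outside them, named after its value was seen, gba-2 had a ratio of 5.05 ± 0.52 (adjusted p = 1.90e-05), with the control well above background on 1 array. Among the genes that fell most under the same conditions were C10G8.4 (-2.38 ± 0.69), spex-3 (-2.15 ± 0.72), ZK813.2 (-1.99 ± 0.71), ule-5 (-1.86 ± 0.46), oac-32 (-1.83 ± 0.68), ule-1 (-1.73 ± 0.70) and Y57G11B.5 (-1.73 ± 0.87), beside the yolk gene vit-1, the yolk receptor gene rme-2 and vit-5, which was saturated in the control channel on 2 arrays. With plain background subtraction the calls of spex-3, oac-32 and ule-1 were lost (adjusted p = 0.0611, 0.0543 and 0.0657).

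In total 2636 of 18999 features (13.9%) passed an adjusted p of 0.05, of which 1281 were higher and 1355 lower with CPF+DZN. Of these, 163 were at least 2-fold higher and 186 at least 2-fold lower, and 2149 had the same sign on all 6 arrays. For 42 called features no mixture sample and for 32 no control sample was well above background. The number depended strongly on single arrays: it was 993, 833 and 4609 without mixture in Cy5 replicate 1, 2 and 3, and 1165, 735 and 535 without mixture in Cy3 replicate 1, 2 and 3. With plain background subtraction it was 153, which left 38 of the 100 called genes chosen by the naming rule, and with median centring in place of loess 679 were higher and 3439 lower. Read at an oocyte shift of 0, in the model with the oocyte median as a covariate, it was 105 (72 higher and 33 lower), and 31 of the 100 genes kept their call and 69 lost it, among them gst-6, nhr-107, flp-13, ctl-2 and mlt-3. No array had an oocyte median of 0 (range -1.89 to -0.10), so this reading extrapolates and fits a further term to 6 arrays. A lost call there need not be a lost effect. The 66 called CYP, SDR, UGT and GST genes, read on the arrays that had called them, all stayed above 0. Their median was 0.81 in place of 0.90. Within the 4 arrays of the later slide series the number of called features was 891, within the 3 arrays scanned on 1 day 3419, with the slide series as a block 4308 and with the shared scan day as a block 2484. The earlier slide series held 2 arrays of 1 orientation. As a block, the series leaves mixture in Cy5 replicate 3 the only array of its series and orientation. The model then fits that array exactly and takes it out of the residual spread, while the ratios stay as they were. On the shared scan day and in the later slide series, likewise, only 1 array had the mixture in Cy5. The dye term fits it exactly, so the spread there comes from the arrays with the mixture in Cy3. With the 2 arrays that share a mixture extract number averaged, 1843 were called (925 higher and 918 lower). If that number stands for a shared extract, the mixture had 5 samples rather than 6.

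A part of the genes that metabolise foreign compounds rose. In the CYP list 24 of 74 measured members rose and 4 fell (27 and 4 adjusted over the list alone), with a median log2 ratio of 0.14 (camera, adjusted p = 6.5e-08). It was the only list whose shift passed with an estimated correlation (adjusted p = 0.0492). With any 1 array left out 15 to 28 CYP genes were higher, fewest without mixture in Cy3 replicate 3. Beside cyp-35A4 and cyp-35C1, cyp-29A2 (2.47 ± 0.28), cyp-34A9 (2.16 ± 0.29) and cyp-25A2 (2.10 ± 0.33) rose on all 6 arrays. All of these genes kept their calls in 28 of 28 alternatives, as did cyp-35A3 and cyp-35A5. Of the other cyp-35 genes, cyp-35A5 (2.96 ± 1.12, with the control well above background on 2 arrays), cyp-35A3 (2.92 ± 1.44) and cyp-35A2 (1.90 ± 1.05) rose, and cyp-35A1 and cyp-35B1, which were not well above background in the control, were at least 1.34-fold and 1.17-fold higher (adjusted p = 0.0142 and 0.0125). The call of cyp-35A2 was lost without mixture in Cy3 replicate 2 (adjusted p = 0.0547) or 3 (0.0595) and with background subtraction (0.0693), and that of cyp-35A1 likewise (0.0635, 0.0523 and 0.186), as well as with no background correction (0.0774) and with a replicate block (0.0518). The call of cyp-35B1 was lost with background subtraction (adjusted p = 0.0762), within the later slide series (0.0974) and at an oocyte shift of 0 (0.380). For cyp-35B2, cyp-35B3 and cyp-35D1 neither group was well above background. The cyp-35A genes are close paralogs, and how far their probes tell them apart was not tested here.

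**Figure D1:**
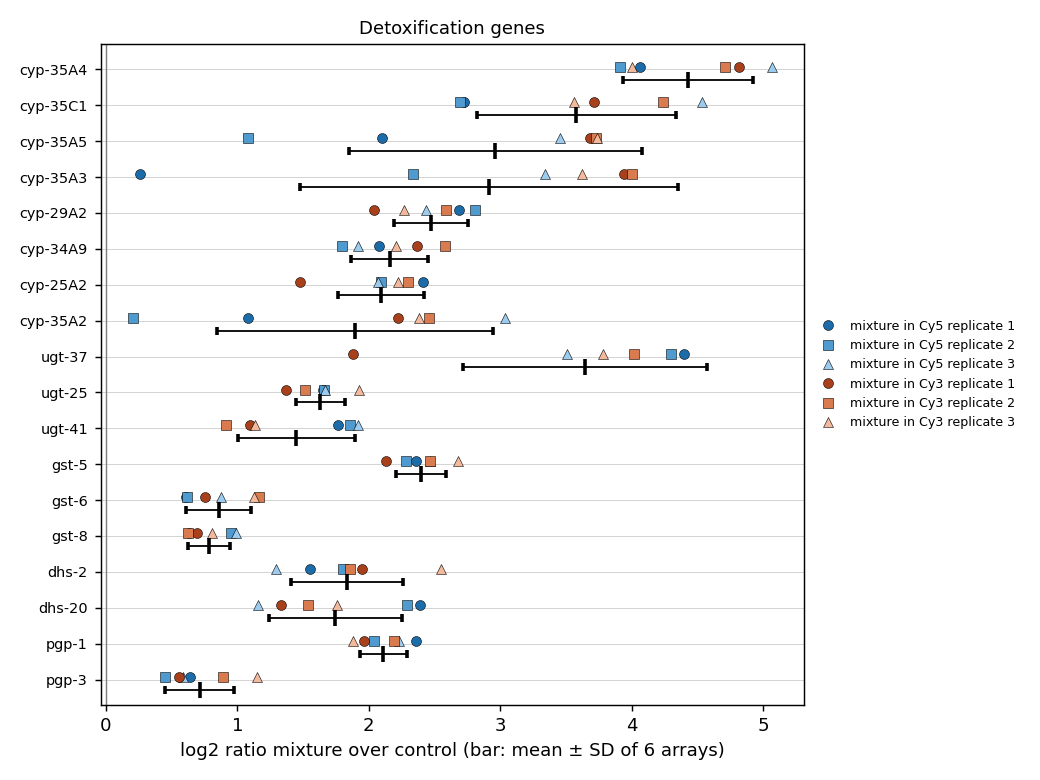
Log2 ratio of mixture over control (horizontal axis) of 18 detoxification genes on each of the 6 arrays (points, coloured by dye orientation), with the mean and SD of the 6 arrays as a bar below the points. Only genes called higher with the same sign on all 6 arrays were drawn, so every point lies above 0. Named detoxification genes that fell or were not called, such as dhs-11, cyp-35B2, cyp-35B3 and cyp-35D1, are not shown. The mean of cyp-35A4 is 4.43.

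UGT enzymes, which join sugars to foreign compounds, rose in 23 of 64 cases and fell in 3 (33 and 4 adjusted over the list alone), with a median log2 ratio of 0.27 (camera, adjusted p = 1.18e-08, and adjusted p = 0.234 with an estimated correlation). Among them were ugt-25 (1.63 ± 0.19) and ugt-41 (1.45 ± 0.45), and ugt-33, which was not well above background in any control sample, was at least 3.02-fold higher. Of 48 GST genes 11 rose and none fell (11 and 0 adjusted over the list alone), with a median of 0.14 (camera, adjusted p = 0.000202, and adjusted p = 0.234 with an estimated correlation). The largest increase was in gst-5 (2.40 ± 0.19), and gst-6 (0.86 ± 0.24), gst-8 (0.78 ± 0.16) and gst-7 (0.77 ± 0.14) rose less. Of 33 SDR genes 8 rose and 2 fell (11 and 4 adjusted over the list alone), with a median of 0.12 (camera, adjusted p = 0.00146, and adjusted p = 0.283 with an estimated correlation). Examples were dhs-2 (1.83 ± 0.42) and dhs-20 (1.74 ± 0.51), while dhs-11 fell (-0.73 ± 0.20). The numbers higher with 1 array left out were 14 to 28 for UGT, 6 to 13 for GST and 3 to 12 for SDR, with the highest of each without mixture in Cy5 replicate 3. With median centring 5 SDR genes were higher and 5 lower and the shift was lost (adjusted p = 0.181), and within the later slide series too (adjusted p = 0.0681).

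Of 58 ABC transporter genes, which export compounds from cells, 10 rose and 3 fell (10 and 4 adjusted over the list alone), and the list as a whole did not pass (camera, adjusted p = 0.106, but adjusted p = 0.0498 with print-tip loess). With median centring 6 ABC genes were higher and 10 lower (median -0.051), and within the later slide series 2 were higher and 6 lower. The P-glycoprotein gene pgp-1 rose by 2.11 ± 0.18 and pgp-3 by 0.71 ± 0.26. In the NHR list 29 of 272 members rose and 1 fell (29 and 1 adjusted over the list alone), with a median of 0.07 (camera, adjusted p = 6.62e-05, adjusted p = 0.234 with an estimated correlation and adjusted p = 0.278 with only spots of flag 3). Leaving out mixture in Cy3 replicate 3 gave 4 higher ABC and 6 higher NHR genes, and leaving out mixture in Cy5 replicate 3 14 and 53. Within the later slide series 7 NHR genes were higher and 3 lower. Of the NHR genes, nhr-107 (0.67 ± 0.18) and nhr-234 (0.64 ± 0.25) rose on all 6 arrays. The study examined CYP, SDR, UGT, GST, ABC and NHR genes in samples that include these, so the direction of these lists, and their counts adjusted over the list alone, are not independent evidence.

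Organophosphates inhibit acetylcholinesterase. None of the 4 acetylcholinesterase genes passed the test: ace-2 had a log2 ratio of -0.57 ± 0.62 (adjusted p = 0.0701) and ace-1 one of 0.08 ± 0.32 (adjusted p = 0.738), and ace-3 and ace-4 were not well above background in either group. The call of ace-2 depended on the processing: it passed as lower in 12 of 28 alternatives. Among them were the fit without mixture in Cy5 replicate 3 (-0.76, adjusted p = 0.00425) and that on the 3 arrays of the shared scan day (-1.02). Only 1 of these 3 arrays had the mixture in Cy5 (-1.68), and the dye term fits it exactly. Read at an oocyte shift of 0 the ratio of ace-2 was 0.0030 (adjusted p = 1.00). Of 39 cholinergic genes 1 rose and none fell (1 and 0 adjusted over the list alone), the muscarinic receptor gene gar-2 (0.45 ± 0.16, adjusted p = 0.0171), and its call was lost in 10 of 28 alternatives. These were each of mixture in Cy5 replicates 1 and 2 and mixture in Cy3 replicates 2 and 3 left out (adjusted p from 0.0551 to 0.0720), background subtraction (0.0971), median centring (0.227), only spots of flag 3 (0.111), the replicate block (0.0563), the later slide series (0.116) and an oocyte shift of 0 (0.606). By limma 0 to 4 of the list were higher with 1 array left out (6 to 12 at an unadjusted p under 0.05). The median of the list was 0.09 (camera, adjusted p = 0.0174, and adjusted p = 0.234 with an estimated correlation). Its shift was also lost without mixture in Cy3 replicate 1 (adjusted p = 0.0688), with background subtraction (0.0647), with dim probes left out (0.197), in the authors' value table (0.148), within the later slide series (0.130), on the shared scan day (0.0865) and at an oocyte shift of 0 (0.347), and with only spots of flag 3 the median was -0.094 (0.508).

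Many genes of reproduction were lower with CPF+DZN, in nematodes whose age at harvest, on which the levels of such genes depend, the sources give differently. The vitellogenin list, yolk proteins of the adult intestine, had 6 of 6 members well above background in both groups on at least 3 arrays. In the oocyte list 41 of 42 were. Genes of adults were thus expressed, though the sources give the stage as L3/L4 or late L3. All 6 vitellogenin genes, which code for yolk proteins, fell (0 higher and 6 lower adjusted over the list alone), with a median log2 ratio of -1.64 (camera, adjusted p = 3.89e-06, and adjusted p = 0.234 with an estimated correlation). The fall was -2.25 ± 1.08 in vit-1, -1.72 ± 0.94 in vit-5, -1.68 ± 0.75 in vit-4, -1.56 ± 0.74 in vit-6 and -1.45 ± 0.72 in vit-2. The control channel was saturated for vit-4 and vit-5 on 3 and 2 arrays, so that their ratios may understate the fall. Of 42 oocyte genes 31 fell and 1 rose (37 and 1 adjusted over the list alone), with a median of -1.04 (camera, adjusted p = 3.34e-15, and adjusted p = 0.234 with an estimated correlation). These included rme-2 (-1.81 ± 0.87), puf-3 (-1.40 ± 0.71), and the eggshell gene perm-4 fell too (adjusted p = 0.00789). Of 77 sperm genes 40 fell and none rose (52 and 0 adjusted over the list alone), with a median of -0.60 (camera, adjusted p = 1.07e-16, and adjusted p = 0.234 with an estimated correlation), among them ssp-31 (-1.20 ± 0.56), ssp-33 (-1.12 ± 0.50) and nspd-9 (-0.98 ± 0.45). Of 31 germ-line genes 11 fell and none rose (19 and 0 adjusted over the list alone), with a median of -0.43 (camera, adjusted p = 8e-10, and adjusted p = 0.255 with an estimated correlation), such as the meiotic gene syp-3 (-0.53 ± 0.16). The counts of adjusted calls depended on single arrays, and fewer arrays leave fewer degrees of freedom. Without mixture in Cy3 replicate 2 limma called 1 oocyte, 5 sperm, 1 germ-line and 4 vitellogenin genes lower. Without mixture in Cy3 replicate 3 it called 2, 5, 0 and 1. At an unadjusted p under 0.05 the members lower were 35, 54, 17 and 6 in the first case and 33, 46, 16 and 6 in the second. Without mixture in Cy5 replicate 1 or 2 or mixture in Cy3 replicate 1 the adjusted calls were 5 to 11, 10 to 13, 3 to 6 and 4 to 5, and without mixture in Cy5 replicate 3 36, 56, 23 and 6. With the replicate block they were 11, 13, 1 and 4.

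**Figure D2:**
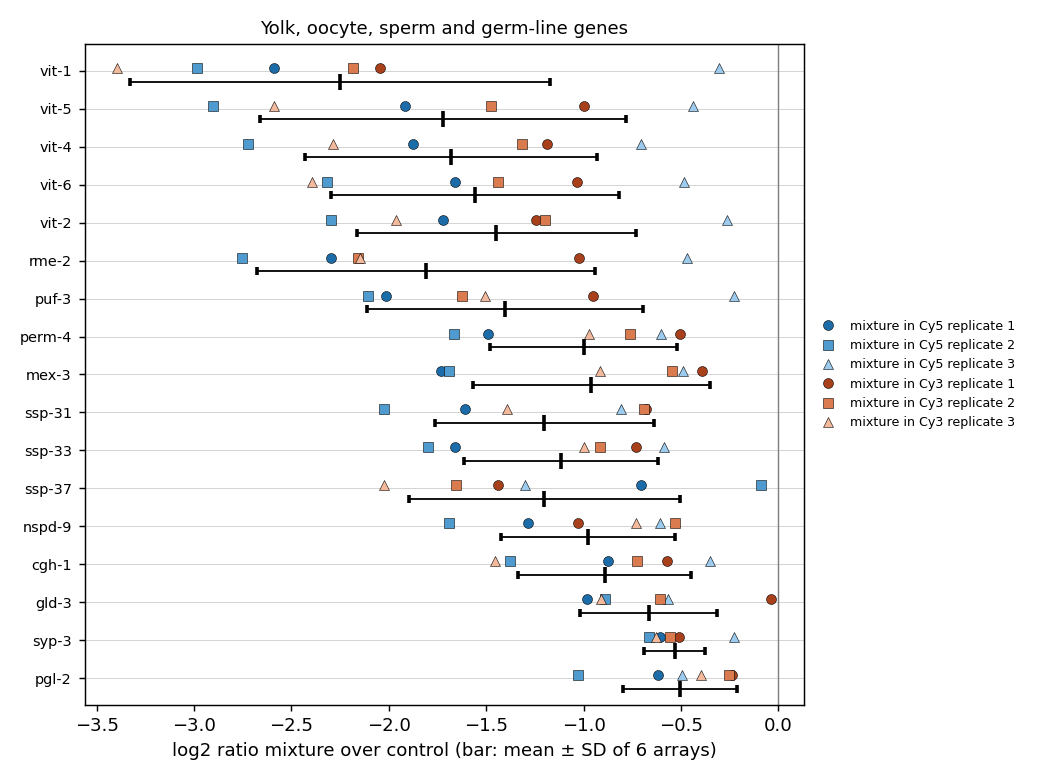
Log2 ratio of mixture over control (horizontal axis) of 17 yolk, oocyte, sperm and germ-line genes on each of the 6 arrays (points, coloured by dye orientation), with the mean and SD of the 6 arrays as a bar below the points. The points of mixture in Cy5 replicate 3 lie nearest to 0 for the vitellogenin genes, and the mean of vit-1 is -2.25.

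The size of this fall differed between arrays. The oocyte list's median was -0.10 on mixture in Cy5 replicate 3 and between -0.56 and -1.89 on the other 5 arrays, and the vitellogenin median was -0.37 there and between -1.12 and -2.67 elsewhere. In the earlier slide series the medians of the oocyte, sperm and vitellogenin lists were -1.66, -1.04 and -2.27, in the later series -0.76, -0.37 and -1.36, and on the shared scan day -1.22, -0.62 and -1.90. The call of vit-1 was lost without mixture in Cy3 replicate 3 (adjusted p = 0.0512), as were those of vit-6 (0.0513), vit-2 (0.0652) and syp-3 (0.0526). The calls of rme-2 and puf-3 were lost without mixture in Cy3 replicate 2 (adjusted p = 0.0552 and 0.0612) or 3 (0.0609 and 0.0671), and that of vit-5 without mixture in Cy5 replicate 1 (0.0525) or mixture in Cy3 replicate 2 (0.0609) or 3 (0.0704). With background subtraction the calls of all 12 yolk, oocyte, sperm and germ-line genes named above were lost (adjusted p from 0.0762 for vit-1 to 0.0933 for nspd-9). With background subtraction the call of a further sperm gene, ssp-37 (-1.20 ± 0.70, with the mixture well above background on 2 arrays), was kept. With it limma called 0 of the 42 oocyte genes, 0 of the 6 vitellogenins, 0 of the 31 germ-line genes and 1 of the 77 sperm genes lower (32, 6, 16 and 50 at an unadjusted p under 0.05), while the medians of these lists were -1.19, -1.62, -0.53 and -0.83. In the authors' value table the calls of vit-1 and vit-2 were lost (adjusted p = 0.0833 and 0.0672), and within the later slide series those of vit-5, vit-6 and syp-3 (0.0722, 0.0521 and 0.0850).

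**Figure D3:**
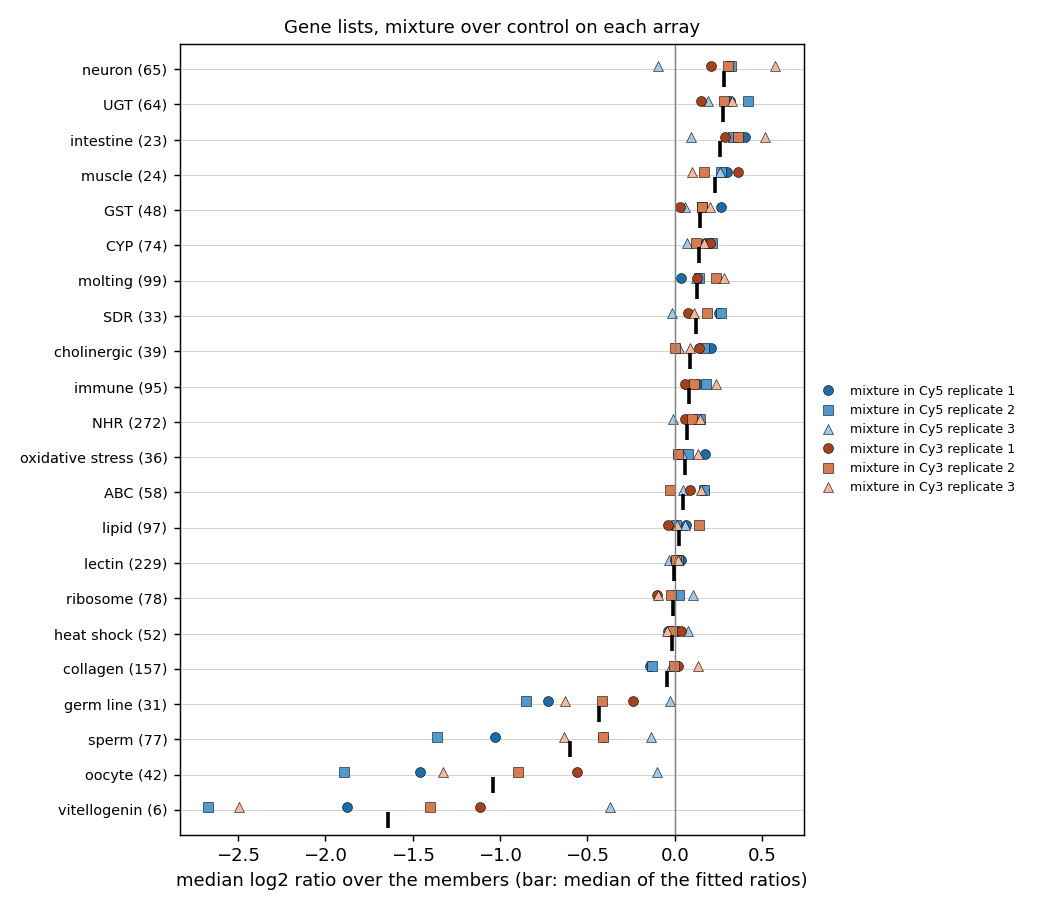
Median log2 ratio of mixture over control (horizontal axis) of the 22 gene lists, with the number of measured members in brackets, on each of the 6 arrays (points). The bar below the points is the median of the fitted ratios, from 0.28 for the neuron list to -1.64 for the vitellogenins.

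Lists of somatic tissues shifted upward. Of 23 intestine genes 10 rose and none fell (11 and 0 adjusted over the list alone, median 0.26, camera, adjusted p = 1.38e-06, and adjusted p = 0.234 with an estimated correlation), among them the protease genes cpr-1 (0.81 ± 0.33) and asp-3 (0.53 ± 0.12) and asah-1 (1.13 ± 0.31). Of 24 muscle genes 4 rose and none fell (10 and 0 adjusted over the list alone, median 0.23, camera, adjusted p = 3.72e-06, and adjusted p = 0.234 with an estimated correlation, lost with median centring, adjusted p = 0.0734), with the myosin gene myo-3 at 0.85 ± 0.10. Of 65 neuron genes 12 rose and 1 fell (15 and 1 adjusted over the list alone, median 0.28, camera, adjusted p = 1.61e-08, and adjusted p = 0.265 with an estimated correlation, and adjusted p = 0.101 in the authors' value table), such as the neuropeptide genes flp-13 (0.72 ± 0.18), flp-27 (0.66 ± 0.24) and nlp-14 (0.65 ± 0.17). With median centring 5 neuron genes were higher and 4 lower (median 0.09), and 4 intestine genes were higher and 2 lower. Between 5 and 12 intestine, 2 and 6 muscle and 3 and 30 neuron genes were higher with 1 array left out, most without mixture in Cy5 replicate 3. These upward shifts stood beside the lower germ-line lists on the same arrays. On mixture in Cy5 replicate 3, where the oocyte median was nearest to 0, the neuron median was -0.10, but muscle was at 0.26 and intestine at 0.09. Read at an oocyte shift of 0 the medians were -0.05 for neuron, 0.27 for muscle and 0.17 for intestine. Muscle and intestine were still shifted there with the preset correlation (camera, adjusted p = 1.67e-06 and 0.0148), but not with an estimated one (0.407 each).

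Immune effector genes moved in both directions, with 26 of 95 higher and 7 lower (30 and 9 adjusted over the list alone, median 0.08, camera, adjusted p = 0.000419, and adjusted p = 0.234 with an estimated correlation). The lysozyme gene lys-7 (1.35 ± 0.27) and the saposin-like gene spp-18 (1.36 ± 0.35) rose, and spp-17 fell (-1.27 ± 0.57). Of 229 lectin genes 19 rose and 12 fell (19 and 13 adjusted over the list alone), and the list as a whole did not pass (camera, upward, adjusted p = 0.643, with a median of -0.0026 and a mean of 0.06, but upward with a median of 0.11 and adjusted p = 0.000106 with median centring, where 19 were higher and 22 lower), yet clec-174 (3.23 ± 0.54, with the control well above background on 1 array), clec-72 (2.09 ± 0.44) and clec-209 (1.77 ± 0.29) followed clec-206. Of 99 molting genes 14 rose and 1 fell (18 and 1 adjusted over the list alone, median 0.13, camera, adjusted p = 3.82e-05, and adjusted p = 0.234 with an estimated correlation), for example mlt-3 (0.62 ± 0.25). Of 36 oxidative stress genes 6 rose and none fell (6 and 0 adjusted over the list alone, median 0.06, camera, adjusted p = 0.0122, and adjusted p = 0.234 with an estimated correlation), including the catalase genes ctl-2 (0.76 ± 0.43) and ctl-1 (0.70 ± 0.13), and this shift was lost without mixture in Cy5 replicate 1 (adjusted p = 0.0507), with only spots of flag 3 (0.0521), in the authors' value table (0.324) and within the later slide series (0.130), and turned to a median of -0.12 with median centring (0.748), where 3 were higher and 3 lower. Without mixture in Cy3 replicate 3 there were 13 immune, 12 lectin, 1 molting and 3 oxidative stress genes higher, and without mixture in Cy5 replicate 3 31, 22, 23 and 8. For molting there were 5 without mixture in Cy5 replicate 2 and 6 without mixture in Cy3 replicate 2.

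The remaining lists did not shift as a whole. Of 97 lipid metabolism genes 18 rose and 7 fell (21 and 9 adjusted over the list alone, camera, adjusted p = 0.208, and with median centring 8 higher and 23 lower, with a median of -0.13), with lipl-1 (1.29 ± 0.70) and daf-22 (0.75 ± 0.16) higher and acdh-2 lower (-0.98 ± 0.46). Of 157 collagen genes, which build the cuticle, 15 rose and 25 fell (20 and 26 adjusted over the list alone, camera, adjusted p = 0.208, and with median centring 5 higher and 36 lower, with a median of -0.14 and adjusted p = 0.0606), and col-179 (-1.47 ± 0.49), col-122 (-1.29 ± 0.42) and col-124 (-1.22 ± 0.40) fell. Of 52 heat shock genes 7 rose and 4 fell (9 and 6 adjusted over the list alone, median -0.02, mean 0.03, camera, adjusted p = 0.980, and with median centring the list was lower, with 4 higher and 17 lower, adjusted p = 0.0243), and the small heat shock genes hsp-16.2 (1.53 ± 0.52) and hsp-16.41 (1.01 ± 0.29) rose. Of 78 ribosomal genes 2 fell and none rose (1 and 0 adjusted over the list alone, camera, adjusted p = 0.643, lower with median centring, adjusted p = 0.000216). Without mixture in Cy3 replicate 3 there were 7 lipid genes higher and 1 lower, 1 and 6 collagens, and 3 and 1 heat shock genes, and without mixture in Cy5 replicate 3 24 and 14, 21 and 40, and 7 and 6.

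In all, 16 of the 22 lists shifted with the preset correlation and 1 with the estimated one. Fry, which tests a list on its own, called 19. With an estimated correlation camera also takes its degrees of freedom from the arrays (4 residual) in place of the number of genes. For the CYP list the estimate was 0.0018, below the preset 0.01, yet the unadjusted camera p rose from 1.77e-08 to 0.00224. Losses with an estimated correlation thus do not measure correlation alone. Read at an oocyte shift of 0, 6 lists shifted, and the shifts of the SDR, GST, NHR, immune, cholinergic, oxidative stress, sperm, germ-line and neuron lists were lost. The oocyte list's own loss there follows from the construction of the model. With an estimated correlation as well, limma's camera shifted 0 of the 22 lists there (1 at an unadjusted p under 0.05, CYP, adjusted p = 0.182). Enrichment among the 3061 features with an unadjusted p under 0.01 was found for 11 lists: CYP, SDR, UGT, vitellogenin, lipid, collagen, immune, sperm, oocyte, germ line and intestine. The strongest were oocyte with 33 of 42 genes (Fisher's exact test, adjusted p = 1.28e-17) and sperm with 43 of 77 (adjusted p = 1.8e-14), followed by UGT with 27 of 64 (adjusted p = 4.61e-06) and CYP with 29 of 74 (adjusted p = 8.49e-06). Collagens, with 42 of 157 (adjusted p = 0.00125), and lipid metabolism, with 27 of 97 (adjusted p = 0.00525), held members of both directions. Fisher's exact test counts genes as independent. The correlation between members estimated by camera was 0.65 for oocyte and 0.45 for sperm, against 0.059 for UGT and 0.0018 for CYP. The enrichment p-values of correlated lists thus overstate the evidence from 6 arrays.

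The dye orientation changed the ratio of 4 genes at an adjusted p of 0.05. At an unadjusted p under 0.05 there were 1443 such genes against 950 by chance. The genes, named after their values were seen, were ent-5, vang-1, C17B7.5 and rbpl-1, and none of them passed the test for the mixture. Without mixture in Cy5 replicate 3 the number of genes with a dye effect was 215, and without any one of the other 5 arrays 2.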

Values the study reported

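The study reported 1766 genes regulated by CPF+DZN at 24 °C, which was 9.3% of 18889 genes tested. At its common threshold, a −log10 p-value of 2, it gave an FDR of 0.0168 for this treatment. It described collecting nematodes at 24 °C after 40 hours.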

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

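The tests of the germ-line, detoxification and control-spot patterns were chosen after the results were seen; the splits of the arrays were fixed before their counts were known. Among 140 values over the 6 arrays (22 list medians, 112 genes, 6 array measures), 6 had an array far from the other 5, where chance gives about 7. These were ugt-37 at 1.88 on mixture in Cy3 replicate 1, cyp-25A2 at 1.48 on the same array, lys-7 at 1.89 on mixture in Cy5 replicate 1, syp-3 at -0.23 on mixture in Cy5 replicate 3, mlc-2 at 0.17 on mixture in Cy3 replicate 3, and the mean correlation of mixture in Cy5 replicate 3 with the other arrays, 0.276. The ratio of 4 genes differed between the dye orientations, by the dye term of the model: its coefficient was -3.10 for ent-5, -2.89 for C17B7.5, -2.55 for vang-1 and -0.95 for rbpl-1, with no explanation tested.

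The downward shifts of the oocyte and sperm lists held over 8 other background corrections and normalizations, the authors' value table among them, though single genes lost their calls with background subtraction. The medians nearest to 0 were -0.52 for oocyte and -0.33 for sperm, with adjusted p of at most 0.00467 and 8.38e-08, and for vitellogenin -1.31, tested in 7 of the 8 (adjusted p of at most 0.000131). These are values with the preset correlation, and with an estimated one none of the 3 lists passed (adjusted p = 0.234 each). A smaller share of germ-line RNA on the mixture side, differing by array, may account for the shift of the sperm list. The sperm gene ssp-37 went against this, as its call as lower was kept in 28 of 28 alternatives, the oocyte covariate among them. Read at an oocyte shift of 0, in a model with the oocyte median of each array as a covariate, the sperm median was -0.0076 in place of -0.60, with an SD over genes of 0.31, and the sperm shift was lost (adjusted p = 0.588), while the vitellogenin median was -0.36 in place of -1.64 and still shifted (adjusted p = 0.0135, and 0.656 with an estimated correlation). Whether such a share comes from the toxicants or from a harvest at another age was not tested. Nor was it tested whether it comes from animals that were less advanced in development or from differences between cultures. The study's methods report that no developmental effects were seen at its concentrations.

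For the rise in detoxification genes, the tables argue against the slide series and the germ-line share as the whole cause, and the germ-line share stays open as a part of it. The 42 genes of the CYP, SDR, UGT and GST lists called higher on the later slide series (median 1.42) had medians of 1.33 and 1.38 on the 2 arrays of the earlier one. Called on 5 arrays and read on the array left out, the medians of the called genes averaged 1.23. A line through them gave 0.94 with a standard error of 0.30 at an oocyte shift of 0. With any 1 array left out of the line it was at least 0.74. A fall below 0.5 of the average of 1.23 is not excluded. Other called genes averaged 0.63 and gave 0.28 with a standard error of 0.14 (0.19 to 0.52 with 1 array left out). The genes read differed between arrays. On mixture in Cy5 replicate 3, nearest to an oocyte shift of 0, they were 81 weaker genes (0.69, against 0.80 on the other 5), elsewhere 38 to 50. The slope of these lines thus mixes a change of genes with a change of ratio. At an oocyte shift of 0, read on the same arrays that had called them, the 66 called genes went from 0.90 to 0.81. The other 1215 higher genes went from 0.53 to 0.35. Over all measured members the CYP and UGT lists were shifted there with the preset correlation (adjusted p = 2.2e-06 and 0.000138) but not with an estimated one (0.182 and 0.407), and the SDR and GST lists with neither (0.588 and 0.0784 with the preset). A response to CPF+DZN is a hypothesis these values leave open. How far cross-hybridisation spread the rise of a gene to the probes of its paralogs was not tested.

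A set of 10 control spots for bacterial sequence was lit on mixture in Cy5 replicates 1 and 2, with medians of at least 382.5 and 405.5 units above background in both channels, and so were the poly(dA) spots, with medians of at least 1129.5 and 977.5. On the other 4 arrays the medians were at most 60 and 160. A further set of 8 bacterial spots had no spot well above background on any of the 6 arrays. RNA of the food bacteria in the extracts is unlikely to be the whole cause, since the poly(dA) signal was at least 6.11 times that of the other arrays. The slide series is a candidate explanation, as the spots of 6 of 6 arrays went with their series, but anything else shared by these 2 arrays fits it equally, and no biological explanation was tested.

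Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many changed genes, the real one (2636, against 0 at most in any other split by limma, and 5484 against 1453 at most at an unadjusted p under 0.05). For the dye effect 1 split did (4 against 0), though at an unadjusted p under 0.05 another split gave 2155 genes against 1443. For list shifts 1 split gave as many (16 against 15), and for list enrichment 1 (11 against 1). With 10 splits the share cannot fall under 0.05. The splits that came closest in list shifts (15, 14 and 12) kept both arrays of the earlier slide series on the same side. They also set mixture in Cy5 replicate 3, whose oocyte median was nearest to 0, against those arrays, so the slide series cannot be told apart from this. Every other split still held a part of the mixture effect, with the rest in its residual spread. A low number of changed genes in them was therefore largely fixed beforehand.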

How the results depend on the processing

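The alternatives on slide series, shared scan day subset, shared extract number and oocyte covariate were chosen after seeing the data; the others were fixed before. Of the planned values of named genes 2358 kept direction and side of the threshold, 164 lost and 31 gained a call. Of the planned list values 492 stayed, 26 lost and 6 gained a call and 3 reversed. Of the added ones 458 gene values stayed, 96 lost and 6 gained a call, and 96 list values stayed, 12 lost a call and 2 reversed. The cause was not tested, except that fewer arrays or values leave fewer degrees of freedom. Of all features 10098 were well above background in both groups on at least 3 arrays, and with dim probes left out 3015 of 11317 were called.

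Leaving out 1 array gave 535 to 4609 changed features (357 to 2173 higher, 178 to 2436 lower) and 2 to 215 genes with a dye effect. Array weights gave 4166 (1965 higher, 2201 lower). Robust regression gave 4008 (2112 lower, 17 dye effects). Background subtraction, in which values at or below background have no log, gave 153 (122 higher, 31 lower, 0 dye effects by limma, with 1231 at an unadjusted p under 0.05). Median centring gave 4118 (679 higher, 3439 lower). Spots with flag 3 only gave 740 lower. No background correction, quantile normalization of all channels and the shared scan day as a block gave 2 dye effects each. The thresholds gave 430 (292 higher, 138 lower) at an adjusted p of 0.01 and 4014 (1956 higher, 2058 lower) at 0.1. The methods' t-test gave 581 (292 higher, 289 lower) at p 0.01 and 56 (50 higher, 6 lower) after Benjamini-Hochberg; without outlying values it gave 716 (357 higher, 359 lower) and 115 (83 higher, 32 lower).

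The replicate block gave 950 (531 higher, 419 lower) and 2 dye effects. Same-numbered arrays deviated with correlations of -0.11, -0.01 and -0.23, and the 2 arrays with the same mixture extract number with -0.16. Deviations from the mean of 3 arrays cancel within an orientation, so these values cannot tell whether the numbers pair the samples.

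The later slide series alone gave 891 (382 higher, 509 lower, 98 dye effects), the series as a block 4308 (2014 higher, 2294 lower, 168 genes with a dye effect), and the 3 arrays of 1 scan day 143 dye effects. Read at an oocyte shift of 0 there were 105 (72 higher, 33 lower, 17 dye effects), 6 list shifts and 4 enriched lists, with the germ line median at 0.018 and the neuron median at -0.051. In the fits of the later slide series, the series as a block and the arrays of 1 scan day, 1 array with the mixture in Cy5 was fitted exactly. Their counts, dye effects included, rest on the spread of the other arrays. An estimated correlation left 1 list shift. Lower genes apart gave 5 enriched lists. With median centring the heat shock list was at -0.21 and oxidative stress at -0.12, and with flag 3 only the cholinergic list was at -0.094.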

Other observations

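After the data had been seen, 407 families of genes sharing a name prefix were tested for enrichment among the called genes in each direction. Here too Fisher's exact test counts genes as independent, so its p-values can overstate the evidence where members move together. Of the families, 14 were enriched among the higher and 14 among the lower genes. Beside the detoxification families, the higher ones included neuropeptide-like genes (nlp, 14 of 63, adjusted p = 0.00663), cuticle and body shape genes (dpy, 8 of 24, adjusted p = 0.00786), cadmium-responsive genes (cdr, 4 of 6, adjusted p = 0.0141), lipocalin-related genes (lpr, 4 of 7, adjusted p = 0.0226) and aspartyl proteases (asp, 5 of 13, adjusted p = 0.0362). The lower ones included sperm genes (ssp, 11 of 12, adjusted p = 1.07e-09; nspd, 8 of 10, adjusted p = 5.28e-06; msp, 7 of 15, adjusted p = 0.00182), egg activation genes (egg, 5 of 6, adjusted p = 0.000842), genes of spliceosomal proteins (snr, 5 of 7, adjusted p = 0.00182) and kinetochore-binding proteins (kbp, 4 of 5, adjusted p = 0.00495).

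The methods' t-test at the study's threshold called 581 features here, and 716 after removal of outlying values, from the 6 arrays at 24 °C alone. Both are lower than the value quoted from the study above, whose normalization and outlier removal also took in arrays at another temperature. At the same threshold the limma model called 3061 features, 16.1% of those tested. That is higher than the value quoted from the study above.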
